A study of Mus musculus with 2 samples. Its data were reported in "Gene Expression Programs of Mouse Endothelial Cells in Kidney Development and Disease" (2010).

How the data were processed

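The 2 arrays of 1 group were analysed. Each was hybridised with RNA from endothelial cells of embryonic mouse kidney at E15.5 (Theiler stage 23), from CD-1 mice that carry GFP under the Tie2 promoter. Tie2, encoded by Tek, is a receptor tyrosine kinase of endothelium. Per the labels, each sample was a pool of approximately 5 to 10 kidneys, dissociated with trypsin and sorted by fluorescence, and its RNA was amplified in 2 rounds and labelled with biotin. The labels number the samples 1 and 2 and do not say that the pools came from different litters, so the spread between the arrays may be partly technical. The sample titles carry the name Flk1 (Kdr) although the reporter is Tie2-GFP, and the labelled source is the endothelium of the renal artery and vein although the protocol describes whole dissociated kidneys. The methods of the study describe another array type, a single round of amplification and at least 3 samples per group, so those methods were not taken as the methods of these arrays.

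The values analysed are the deposited intensity values of an Affymetrix whole-genome mouse array of the 3' expression type, 1 per probe set, on a linear scale. The submitters' processing notes name GCOS, the Affymetrix scanner software, with no version. The authors deposited no detection calls in the table used here. The mean of each array after leaving out the lowest and highest 2% of values was 1499.52 for replicate 1 and 1499.53 for replicate 2, so the arrays had been scaled to a shared mean before deposit. Median intensities were 233.41 and 246.73. The genome build behind the probe annotation is not given in the sources used here, and no coordinates are printed. No other deposited sample of the study was used here.

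The array holds 45101 probe sets. Of these, 34945 have 1 gene in the platform annotation, 932 have several, 9160 have none and 64 are array controls. Genes were named only from probe sets with 1 gene. Gene identifiers of 34741 of them were found in a current mouse gene table (GRCm38.p6), which changed 0 symbols. A gene was represented by its probe set with the highest mean log2 intensity over both arrays, which left 18193 genes. Among 9010 genes with several probe sets, 44.3% had some probe sets above background and some not.

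Background was taken from 83 probe sets of 74 olfactory, vomeronasal and taste receptor genes, which are known mainly from sensory tissue. The limit on each array was the 95th percentile of their intensities, 202.3 for replicate 1 and 204.1 for replicate 2. A probe set or gene was called above background only if it exceeded the limit on both arrays. Intensities of different probe sets depend on their sequences and were not set against each other.

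With 1 group there is no contrast and no test, and no p-value is given. Gene lists were fixed before the data were examined, 32 in all, and 5 of them hold genes the study names, which may have been chosen on these samples. Of these 5, 4 are incomplete. The medullary, glomerular and diabetic lists hold only genes named in the text of the study, and the ETS-site list lacks genes that were not analysed here. Values of these 4 lists describe the measured genes alone. They are set against no random lists in the text, except within the tally of list shifts under the alternatives. For each list the number of measured members above background was set against 10000 random lists matched on the number of probe sets per gene, taken as 6 where it was larger. The difference between the arrays, log2 of replicate 1 minus replicate 2, was taken after making the medians over probe sets above background equal, which removed an offset of -0.03. The median difference of the members above background was set against 10000 random lists matched on mean log2 intensity in strata of 300 genes, for lists with at least 3 such members. A percentile near 0 or 100 describes these 2 arrays only, since genes are not replicates.

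Named genes followed a rule written before the data were examined. It takes the first 4 measured members of each list, up to 3 members on the other side of the limit from most of the list, the 3 members with the largest difference in any list outside the middle 95% of random lists, the 10 genes with the largest difference in each direction, and Tek and Kdr. Genes outside the rule are said to have been chosen after their values were seen.

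The list statistics were tested on simulated data, with 18193 genes, noise of 0.5 SD in the log2 difference and 200 lists of 15 genes for each setting, each against 400 random lists. A simulated shift of 0.3 placed 45.5% of lists below the middle 95% of random lists, a shift of 0.5 placed 90.0% and a shift of 1 placed 100%, against 4.0% outside on either side with no shift. Lists made only of genes above background exceeded the middle 95% of random lists in 100% of cases, and lists of random genes in 3.5%.

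Some explanations weighed in the closing section were tested on second lists of stromal, tissue macrophage, granulocyte and lymphatic genes. Those lists were written before their values were seen. The other explanations were tested on the first stromal and macrophage lists, with tests chosen after the result was seen. Other background limits, other scalings, other choices of probe set and each array alone were tried, and the closing section gives their effect. The number of arrays limits the precision of every value. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.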

Results

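Gene expression of the endothelium that builds the vessels of the embryonic kidney was measured in 2 pools of Tie2-GFP cells sorted at E15.5, on 1 array each. Values below are intensities in arbitrary units, given for replicate 1 and then replicate 2. Of 45101 probe sets, 23884 (53.0%) were above background in replicate 1 and 24312 (53.9%) in replicate 2, and 22317 (49.5%) were above it on both arrays. Of 18193 genes, 11103 (61.0%) were above background on both. None of 27 probe sets for Bacillus control transcripts was above background (0 of 27), and all 18 hybridization controls were. Of the 83 sensory receptor probe sets 1 was. The limit was set from these 83, so their count is low by construction and is no check of the limit. The ratio of signal at the 3' end to signal at the 5' end, which rises as the copied RNA gets shorter, was 3.15 and 3.67 for Actb and 19.5 and 22.3 for Gapdh.

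The first question was which endothelial genes the sorted cells used. All 34 measured genes of the pan-endothelial list were above background on both arrays, against a median of 20 in random lists (percentile 100), and other lists hold 13 of the 34. Tek, whose promoter drives the reporter, gave 15908 and 21499, and Kdr, the main VEGF receptor of endothelium, gave 8939 and 12139. Cdh5, the cadherin of endothelial junctions, gave 22435 and 20733, Tie1 gave 4141 and 3898, and the adhesion molecule Pecam1 gave 1257 and 2247. Nos3, the endothelial nitric oxide synthase, gave 4952 and 2456, and Vwf, von Willebrand factor, gave 966.7 and 1865.

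Genes of arterial endothelium were mostly above background, 13 of 16 (percentile 94.5). Efnb2, the ephrin that marks arteries, gave 16913 and 17389, the Notch ligand Dll4 gave 1264 and 1090, and the connexin Gja4 gave 2595 and 2162. The connexin Gja5 was not above the limit on either array (10.1 and 17.1), and Hey2 (33.9 and 274.9) and Bmx (181.8 and 463.4) were above it in replicate 2 only. Of 10 venous and lymphatic genes, 8 were above background (percentile 76.8). Nr2f2, a transcription factor of venous identity, gave 4104 and 3779, Ephb4 gave 2032 and 1904, Nrp2 gave 13387 and 10292, and the apelin receptor Aplnr gave 67940 and 74519. Prox1, the transcription factor of lymphatic identity, was above the limit in replicate 2 only (93.0 and 547.6), and the selectin Selp in replicate 1 only (384.8 and 98.9). Counts for the arterial and venous lists lay inside the range of random lists, and other lists hold 5 of the 16 and 5 of the 10 genes.

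Of the signalling lists, those of VEGF and TGF-beta were fuller than random lists and that of guidance lay inside the random range. They share genes with other lists, which hold 11 of the 18 VEGF and angiopoietin genes, 6 of the 25 TGF-beta and BMP genes and 5 of the 23 guidance genes, so their counts partly repeat those of the other lists. In the VEGF and angiopoietin list 17 of 18 genes were above background (percentile 99.9), among them Vegfa at 472.5 and 295.9, Vegfb at 490.8 and 295.9, Vegfc at 2879 and 2518, and Vegfd at 534.2 and 666.9, and Angpt4 was not (131.8 and 90.5). In the TGF-beta and BMP list 24 of 25 were above background (percentile 99.98). Among them were the ligands Tgfb1 at 1265 and 540.4, Tgfb2 at 433.0 and 666.9, and Tgfb3 at 240.2 and 1098, and the receptor Tgfbr1 at 8448 and 12132. Bmp6 was not above the limit (118.7 and 129.3). Of 23 guidance receptors and ligands 19 were above background (percentile 93.6). Efna1 gave 4176 and 2039, Efnb1 gave 2302 and 1237, and Epha2 gave 1500 and 1867, whereas Slit3 (12.6 and 11.4) and Robo2 (31.3 and 21.3) were below the limit. Of 19 genes of basement membrane and its integrins 18 were above background (percentile 99.6). The vascular collagens Col4a1 (43709 and 46200) and Col4a2 (32728 and 26789) and the laminins Lama4 (29475 and 19930) and Lama5 (498.3 and 477.4) were among them, and the integrin Itgb3 passed the limit in replicate 2 only (164.1 and 642.3).

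Cell division genes were nearly all above background, 32 of 33 (percentile 100). Mki67, a marker of cycling cells, gave 40060 and 39722, the DNA topoisomerase Top2a gave 36676 and 33421, and the mitotic cyclins Ccnb2 and Ccna2 gave 12396 and 9488, and 20296 and 16754. The kinesin Kif15 was above the limit in replicate 2 only (163.8 and 445.9). The study compared embryonic with adult endothelium, and adult samples were not analysed here, so no difference with age is given.

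**Figure D1:**
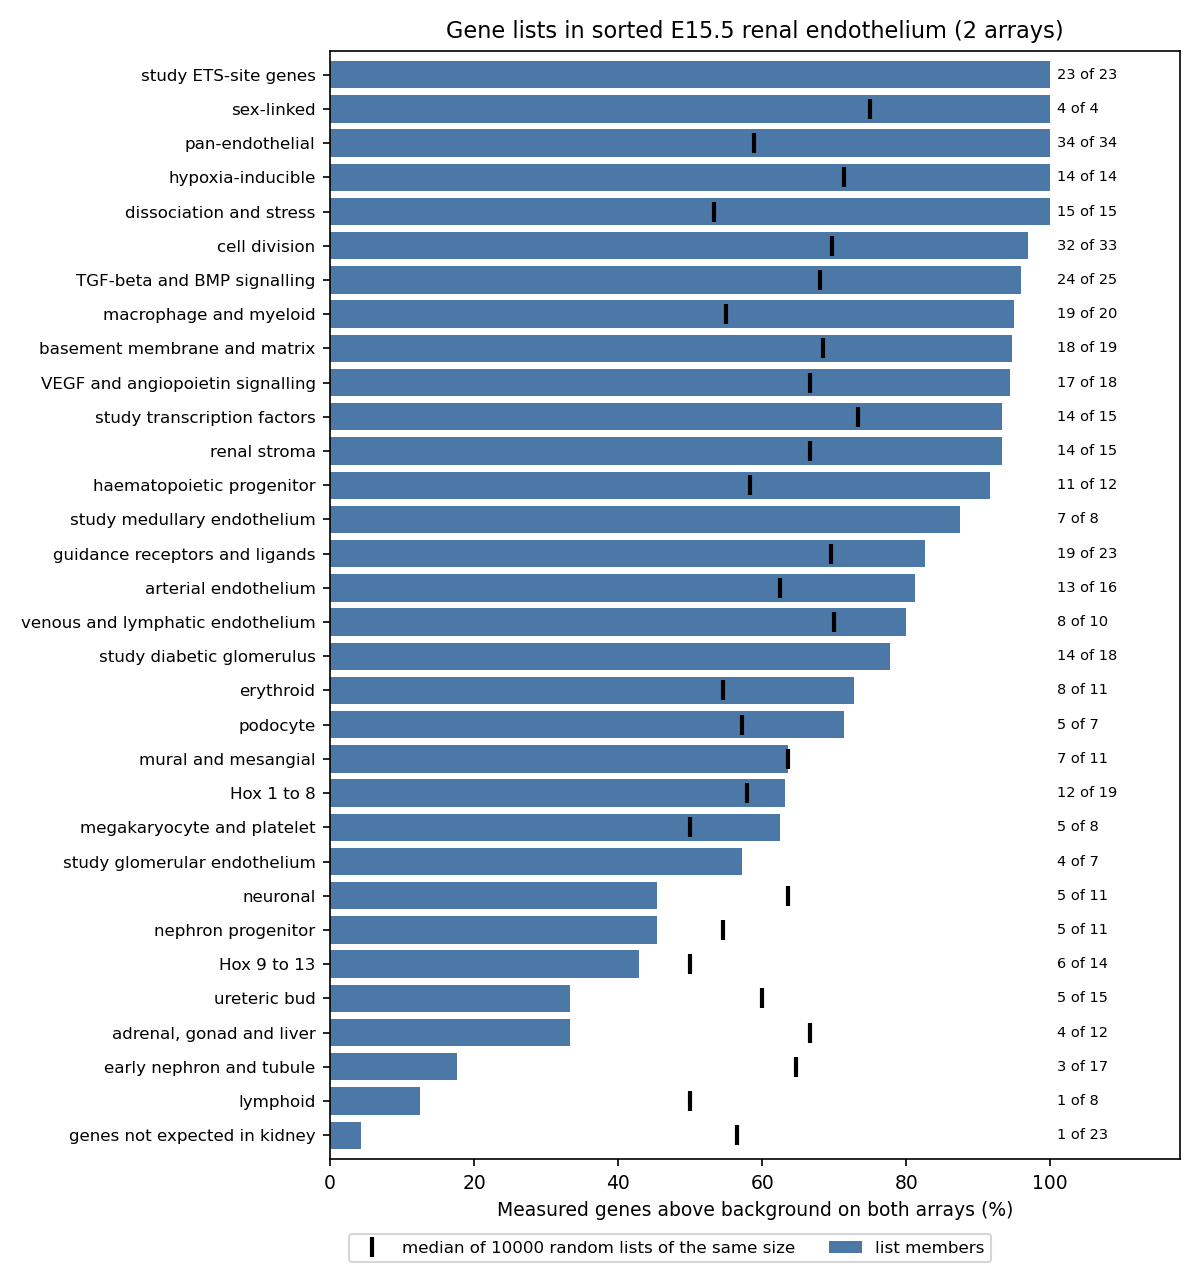
Percent of measured genes above background on both arrays in each of the 32 gene lists (bars), with the median of 10000 random lists of as many genes (black marks) and the counts at the right. The 4 incomplete lists of the study carry no black mark. The pan-endothelial list reached 34 of 34 and the list of genes not expected in kidney 1 of 23.

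Lists of genes the study names were counted in the same way, and since those genes may have been chosen on these samples the counts are not independent evidence. The ETS-site, medullary, glomerular and diabetic lists are incomplete, so no percentile is given for them. Of 15 transcription factors, 9 of which other lists hold, 14 were above background (percentile 97.6). Epas1, a factor of the hypoxia response, gave 45280 and 46836, Nfib gave 15387 and 17433, and the ETS factors Elk3 and Erg gave 23520 and 26663, and 10992 and 8860. Elf4 was above the limit in replicate 1 only (262.5 and 184.4). All 23 measured genes of the list with conserved ETS sites were above background, among them Egfl7 at 28160 and 20517 and Rasgrp3 at 26165 and 26315. Of the adult medullary list 7 of 8 were above background, with Igf1 at 27320 and 34573. Of the adult glomerular list 4 of 7 were, with Scn7a at 456.4 and 806.5 and Ehd3 at 4587 and 2272. Gata5 (268.1 and 199.4), Sema5a (176.7 and 956.7), Gimap3 (190.0 and 234.4) and Agmo (154.0 and 222.4) were above the limit on 1 array only. Of the list tied to diabetic glomeruli 14 of 18 were above background, with Icam1 at 12199 and 9932 and Vcam1 at 1604 and 2751, and Sele was not (132.4 and 160.4).

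The second question was which other cell types left transcripts in the sorted cells. At the main limit, tubule genes were the least represented of the kidney lists. They reached 3 of 17 for the early nephron and tubule (percentile 0.00) and 5 of 15 for the ureteric bud (percentile 1.5). The first of these lists joins early nephron genes with tubule genes such as Slc34a1, Umod and Slc12a3. Use of those tubule genes at E15.5 was not tested, so the low count does not exclude early nephron cells. Lhx1, a factor of the early nephron, gave 108.1 and 13.6 and Pax8 gave 112.5 and 151.2. Wnt4 passed the limit in replicate 1 only (216.8 and 137.8). The 3 above background were Jag1 (4577 and 5937), Kap (913.1 and 932.5) and the water channel Aqp1 (803.7 and 1275). The arterial list also holds Jag1, and Kap passed with 1 of its 2 probe sets, the other giving 9.40 and 84.9. In the ureteric bud list, Wnt11 (373.9 and 563.7), Gata3 (378.2 and 416.2) and Krt8 (426.3 and 418.0) were above background, while Ret (203.2 and 163.0) and Wnt9b (188.3 and 259.0) were above it on 1 array only. Nephron progenitor genes reached 5 of 11 (percentile 26.1). Six2 gave 269.5 and 229.5, Sall1 gave 490.2 and 749.5 and Meox1 gave 939.9 and 1018, whereas Cited1 (11.7 and 13.6) and Osr1 (30.6 and 121.3) were below the limit and Eya1 (124.0 and 318.0) passed it in replicate 2 only. Podocyte genes reached 5 of 7 (percentile 69.6), with Synpo at 1012 and 2346 and Podxl, which endothelium also makes, at 29868 and 30060. Nphs1, the slit diaphragm protein nephrin, was below the limit (89.1 and 100.2), and Wt1 passed it in replicate 2 only (144.0 and 346.8). Counts of this kind depend on the limit, and with a limit of 100 the tubule and ureteric bud lists reached 11 of 17 and 11 of 15. Nephron progenitor genes reached 7 of 11 at that limit, so the order of the lists was not kept.

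Stromal genes were present and differed between the pools. Of 15 renal stroma genes 14 were above background (percentile 99.4), and Tcf21 was so in replicate 2 only (186.4 and 352.2). Foxd1, a factor of cortical stroma, gave 775.4 and 1775, Tbx18 gave 281.9 and 1115, Pdgfra gave 719.8 and 4811 and Dcn gave 992.6 and 3690. Of mural and mesangial genes 7 of 11 were above background (percentile 38.8), with Pdgfrb at 2246 and 4253, Rgs5 at 1212 and 1838, Cspg4 at 683.8 and 857.1 and Acta2 at 2289 and 3693. Tagln (98.8 and 334.4) and Myh11 (32.4 and 277.9), of contractile smooth muscle, passed the limit in replicate 2 only, and Des on neither array (77.5 and 106.4).

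Blood cell genes were unevenly represented. Of 20 macrophage and myeloid genes 19 were above background (percentile 100), with the CSF1 receptor Csf1r at 34030 and 36806, Adgre1 (F4/80) at 4305 and 7632, Cd68 at 2358 and 2218 and lysozyme Lyz2 at 8262 and 8857. The integrin Itgam was the exception (130.9 and 94.4). Of 12 haematopoietic progenitor genes 11 were above background (percentile 99.05), with Runx1 at 444.3 and 496.0, Kit at 4840 and 4183, Gata2 at 5292 and 5178 and Tal1 at 8124 and 4940. Other lists hold 4 of these 12 genes, and the study's lists hold 3. Tal1 is in the pan-endothelial list, and Hhex, Bcl6b and Elf4 are among the study's transcription factors higher in endothelium. The count therefore cannot separate blood progenitors from endothelium. Erythroid genes reached 8 of 11 (percentile 83.5), with Hba-x at 972.9 and 491.8, Hbb-bh1 at 1127 and 467.1 and embryonic globin Hbb-y at 55397 and 48789, and the globins are uncertain because related copies can share probes. Hba-a1 (19.6 and 69.9), Klf1 (132.4 and 173.5) and Rhag (35.0 and 3.66) were below the limit. Platelet genes reached 5 of 8 (percentile 79.0), with Pf4 at 13136 and 13626, Itga2b at 653.2 and 813.4, and Gp1bb at 292.6 and 254.4, with Gp9 (19.6 and 86.8) and Treml1 (187.3 and 184.2) below the limit and Gp6 above it in replicate 2 only (158.6 and 276.1). Lymphoid genes reached 1 of 8 (percentile 2.6), the 1 being Cd79b at 559.7 and 558.6. The T cell genes Cd3e (11.7 and 14.8) and Cd3d (22.3 and 45.2) and the B cell gene Cd79a (162.6 and 136.2) were below the limit. The T cell gene Cd3g passed it in replicate 2 only (130.3 and 255.1). The lymphoid count was 2 on either array alone and 4 of 8 at a limit of 100.

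Genes induced by handling and by low oxygen were above background throughout. All 15 dissociation and stress genes were so (percentile 100), with the immediate early genes Fos at 38261 and 45027, Fosb at 1004 and 3020, Jun at 11640 and 17543 and Junb at 400.3 and 405.5. All 14 hypoxia-inducible genes were so too (percentile 99.8), with the glucose transporter Slc2a1 at 2961 and 2770, Pdk1 at 4838 and 3988 and Pgk1 at 49288 and 49090. Of 23 genes not expected in kidney, of lens, retina, germline, muscle, skin, milk, pancreas and pituitary, 1 was above background (percentile 0.00), Gdf9 at 232.2 and 394.2. The crystallins Cryaa (77.4 and 83.1), Crygd (9.42 and 7.46), Crybb2 (44.8 and 22.4) and Cryba1 (67.4 and 11.4) were not. The count of this list was 3 to 4 on each array alone and 7 of 23 at a limit of 100.

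A further question was how far the 2 pools differed. Among probe sets above background the log2 difference had an SD of 0.50, and 1107 of 22317 (4.96%) differed by over 2-fold. Across these probe sets, which are not independent replicates, Pearson's r was 0.966 and Spearman's rho 0.957. Over all probe sets the SD was 1.06. With 2 arrays, no difference below has a replicate check.

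**Figure D2:**
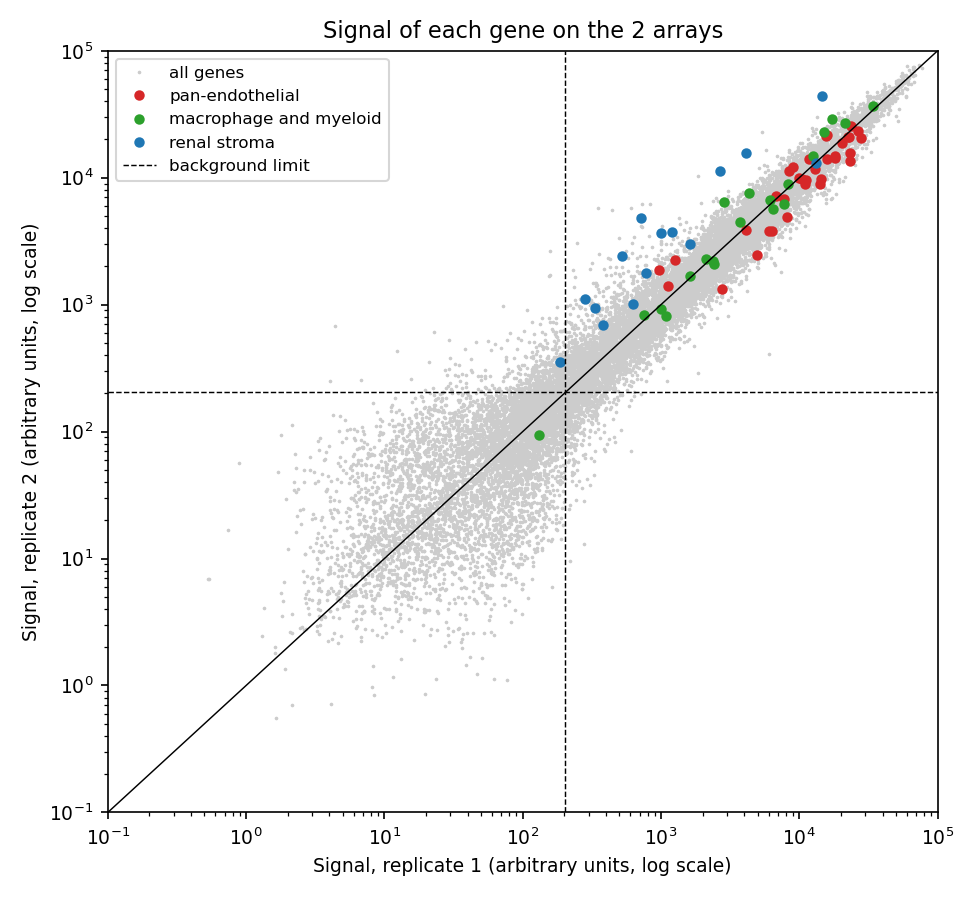
Intensity of each gene in replicate 1 (x axis) and replicate 2 (y axis), both in arbitrary units on log scales, with pan-endothelial, macrophage and renal stroma genes coloured, the background limits dashed and the line of equal intensity drawn. Of the 14 stromal genes above background, 13 lie on the replicate 2 side after centring.

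Renal stroma genes had the largest shift of any list, with a median log2 difference of -1.59 (replicate 1 minus replicate 2, percentile 0.00 among random lists, whose middle 95% ran from -0.24 to 0.34). They were higher in replicate 2 for 13 of 14 members. The largest differences were those of Pdgfra (6.53-fold), Lum (4.48-fold) and Postn (4.15-fold). Mural and mesangial genes shifted the same way, with a median of -0.49 (percentile 0.75) and 6 of 7 members higher in replicate 2, but this median was inside the random range with other choices of probe set, at -0.19 for the median of a gene's probe sets and -0.29 for probe sets without a suffix. The 7 members above background of the medullary list were all higher in replicate 2, with a median of -0.46 and the largest differences in Tll1 (3.30-fold), Cd36 (1.55-fold) and Mmp11 (1.48-fold).

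Pan-endothelial genes shifted the other way by a small amount, a median of 0.22 (percentile 98.6), with 24 of 34 higher in replicate 1. Rasip1 (2.12-fold) and Nos3 (2.07-fold) were higher in replicate 1 and Vwf (1.88-fold) in replicate 2. With the median of a gene's probe sets the shift was 0.19 and inside the random range. Cell division genes had a median of 0.15 (percentile 97.0) and macrophage and myeloid genes -0.079 (percentile 12.2), both inside the range of random lists.

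**Figure D3:**
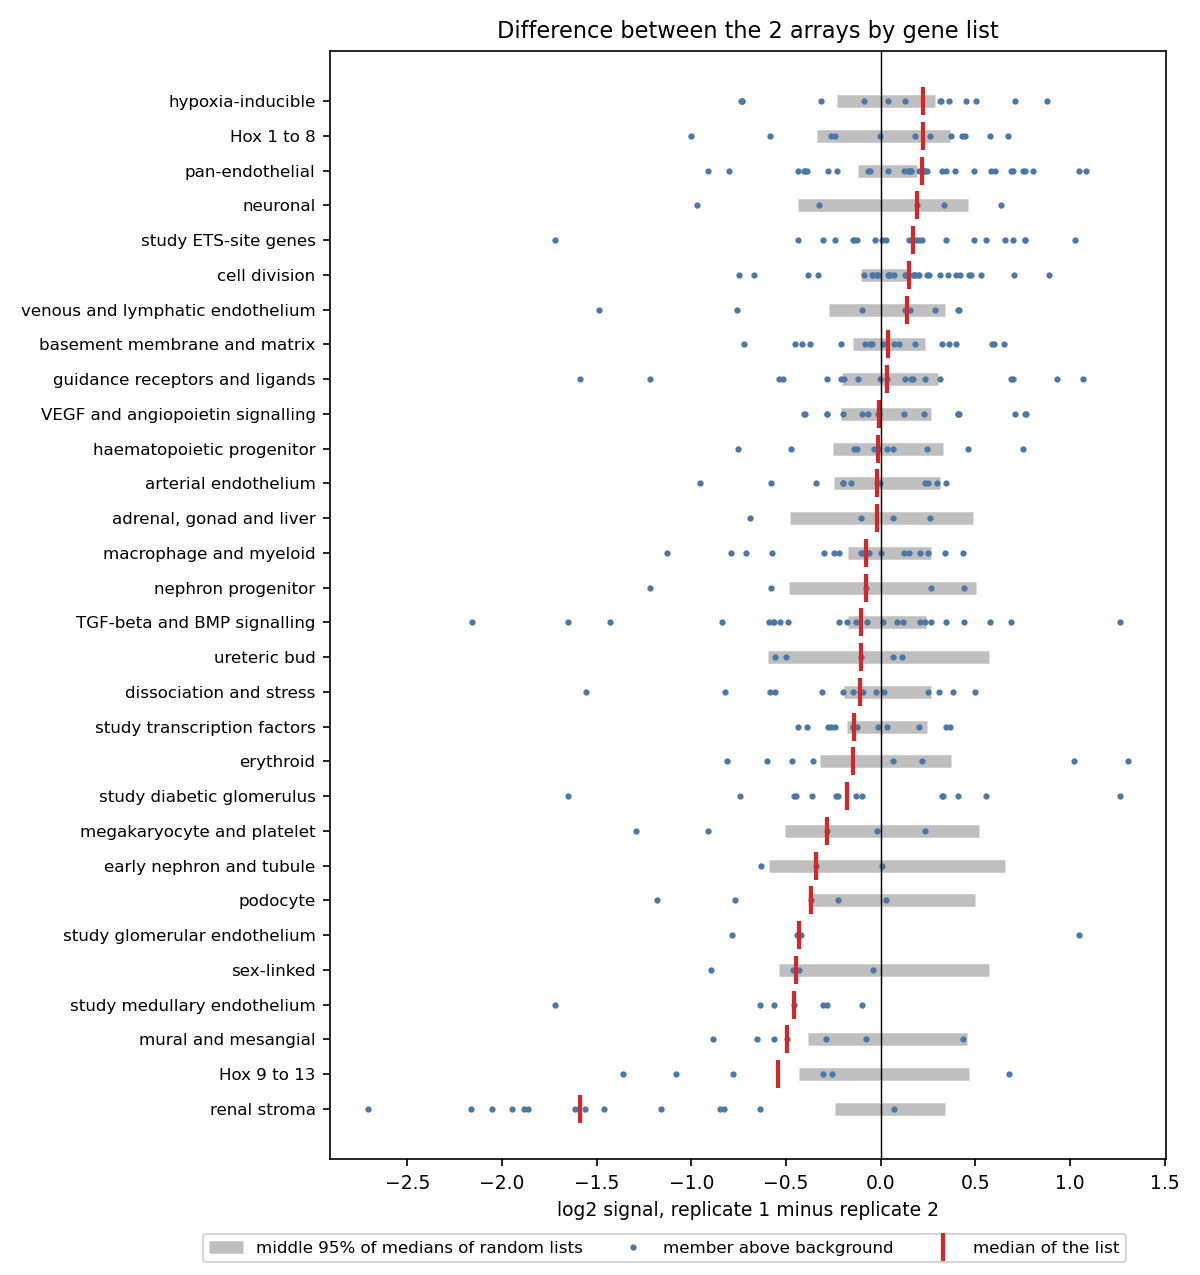
Log2 difference in intensity, replicate 1 minus replicate 2, of each gene above background (dots) by gene list, with the list's median (red marks) and the middle 95% of medians of random lists (grey bars, none for the 4 incomplete lists of the study). The renal stroma median of -1.59 lies outside its grey bar, which runs from -0.24 to 0.34.

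Single genes furthest toward replicate 1 were of mixed kinds. Those furthest toward replicate 2 included collagens and a mesenchymal factor, and they went the same way as the renal stroma genes. In replicate 1 the cell cycle kinase Cdk2 led (14.98-fold), followed by Cradd, Znhit1, Uqcr10, Scand1, Tcf15, Zbtb39, Atp5g1, Pld1 and Rab4a. In replicate 2 the angiotensin receptor Agtr2 led (16.1-fold), followed by Gas1 (12.2-fold), AW551984, the collagens Col6a2 and Col6a1, the mesenchymal factor Prrx1, Sulf1, Atp1b1, Dclk1 and Aff3. In all, 536 of the 11103 genes above background (4.83%) differed by over 2-fold.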

Values the study reported

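The study reported 340 probe sets with at least 4-fold higher expression in E15.5 than in adult kidney endothelium. In a comparison of E15.5 endothelium with 3 other embryonic kidney compartments it reported 531 genes with strong differences. A less stringent screen gave 207 probe sets higher in endothelium, among which 15 were transcription factors.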

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

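The tests of a scaling difference, of other cell types raised alike and of probe background were chosen after the result was seen. The first and last of these used quantile normalization and 2 times the limit, which had been fixed beforehand as alternatives. The second lists used by the remaining tests were written before their values were seen. What the macrophage count and the lymphatic median of those lists exclude was narrowed afterwards.

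Signal was also present in probe sets that no gene list used. Of 9160 probe sets with no gene in the annotation used here, 2533 were above background on both arrays, and of 932 that match several genes 542 were. These probe sets were not analysed further.

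Renal stroma genes were higher on the replicate 2 array, with a median log2 difference of -1.59. A signal-dependent scaling difference is argued against, since the median was -1.62 after quantile normalization, outside the random range of -0.26 to 0.33. A lower endothelial share with every other cell type raised alike is argued against by the macrophage list, whose median was -0.079 and whose lowest member was at -1.13, although mural genes (-0.49) and a second macrophage list (-0.42) also moved toward replicate 2 by less. These values argue only against a like rise of every other cell type. A lower endothelial share itself stays open, since pan-endothelial genes had a median of 0.22, toward replicate 1. That shift came inside the random range with the median of a gene's probe sets (0.19). Of the 34 members 24 were higher in replicate 1 and 10 in replicate 2, Tek (-0.40) and Kdr (-0.41) among the 10. More stromal cells or stromal RNA in the second pool remains open and may account for the shift, since a second stromal list of 25 measured genes, none of them in another list, had a median of -0.91 with 22 of 23 members above background higher in replicate 2. The sort for GFP would remove stromal cells, endothelial expression of some of these genes was not excluded, and with 1 group the design names no biological difference between the pools, so no biological explanation of that kind was tested.

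Macrophage and myeloid genes were above background for 19 of 20 members. Probe background alone is argued against, because 19 members were also above 2 times the limit. Granulocytes of circulating blood are argued against by a granulocyte list with 1 of 12 members above background, where random lists had a median of 6, although 4 of the 11 others passed the limit on 1 array and Mpo (993.8 and 918.3) and S100a8 (1079 and 817.2), myeloid genes that granulocytes make and that were chosen after their values were seen, passed it on both. Tissue macrophages in the sorted cells stay open and may account for the pattern, although the bound set beforehand, a second macrophage list above the middle 95% of random lists, was missed with 11 of 16 (percentile 81.5, random median 9), because a count inside that range and above the random median is not a value that macrophages forbid, which makes the bound too strict as evidence against them. Csf1r gave 34030 and 36806 and F13a1, chosen after its values were seen, 10665 and 17590, 3 of the 5 missing members passed the limit in replicate 2, and whether such cells pass the GFP gate was not tested.

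Lyve1 and Prox1 were higher on the replicate 2 array, Lyve1 at 5782 and 16595 and Prox1 at 93.0 and 547.6. Lyve1 was chosen after its values were seen. Prox1 was below the limit in replicate 1, so the size of its difference is uncertain. Its other probe sets differed in direction (7.63 and 59.66, 14.57 and 4.89) and were below the limit on both arrays. The venous and lymphatic list that holds Lyve1 and Prox1 did not move toward replicate 2 as a set. Its 8 members above background had a median of 0.14, with 5 higher in replicate 1 and 3 in replicate 2. With the median of a gene's probe sets the list was at -0.13, toward replicate 2 but inside the random range of -0.29 to 0.38. More lymphatic endothelial cells in the second pool stays open, although the shift predicted beforehand was not found, since 10 members of a second lymphatic list had a median of -0.16, inside the random range of -0.28 to 0.37. That median does not exclude it, because the members went both ways, 6 of 10 higher in replicate 2 and from -2.27 to 0.83 (SD 0.89), and 1 of them, Ptx3, also chosen after its values were seen, fell further than Lyve1 (-1.49). More Lyve1-positive macrophages in the second pool stays open too and may apply to Lyve1, since the second macrophage list had a median of -0.42 (percentile 0.21) with 10 of 11 members higher in replicate 2 (lowest -0.89, SD 0.32), while the first macrophage list, at -0.079, lay inside its random range. None of the 11 members of the second list fell as far as Lyve1. The 5 members left out are named here after their values were seen. Siglec1 (0.03) and Trem2 (-0.43) were below the limit on both arrays. Cd163 (170.4 and 475.8, -1.45), Gpr34 (149.8 and 457.9, -1.58) and P2ry12 (139.1 and 466.1, -1.71) fell further. They were left out for being below the limit in replicate 1. The size of their fall is therefore uncertain, and they cannot offset the 11 members. The support is mixed, and Prox1 is not a macrophage gene.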

How the results depend on the processing

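All alternatives were fixed before the data were examined. Probe sets above background numbered 22317, from 17355 at 2 times the limit to 28578 at a limit of 100, and 23884 to 24312 on a single array. Members of all lists above background numbered 329, from 279 to 382. Of 274 values for counts and agreement under the alternatives 239 stayed close to the main value and 35 moved. A count was called close within 1.5 times the main value. The percent of probe sets that differed by over 2-fold was judged more tightly, since 4.42% against 4.96% was called moved. Of 172 list shifts, the incomplete lists of the study included, 163 stayed on their side of the limits of the random range. Leaving out the centring moved each list median and its random range by the same amount. The shifts of that alternative, which are among the 163, could therefore not change side. Quantile normalization left every count unchanged by its construction, since it keeps the order of probe sets within an array and the limit is a percentile. The counts that moved were mostly those of sparse lists near the limit, and the counts of the pan-endothelial, cell division, macrophage, stromal, VEGF and TGF-beta lists stayed within 1.5 times under each alternative.

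With the 99th percentile limit the members above background were 3 for nephron progenitor, 2 for neuronal, 1 for adrenal, gonad and liver, and 0 for genes not expected in kidney, and 4.42% of probe sets differed by over 2-fold. With a limit of 100 they were 7 for the study's glomerular list, 11 for ureteric bud, 11 for early nephron and tubule, 4 for lymphoid, 8 for neuronal, 7 for adrenal, gonad and liver, 10 for Hox 9 to 13 and 7 for genes not expected in kidney. With 2 times the limit they were 3 for nephron progenitor, 1 for ureteric bud, 4 for erythroid, 1 for neuronal, 1 for adrenal, gonad and liver, 2 for sex-linked, 3 for Hox 9 to 13, 6 for Hox 1 to 8 and 0 for genes not expected in kidney. A stricter limit passes fewer members by construction. With the median of a gene's probe sets they were 2 for neuronal, 2 for adrenal, gonad and liver and 2 for sex-linked. Probe sets without a suffix gave 5 for erythroid and 7 for haematopoietic progenitor, with 8 genes of each list still measured, and 2 for sex-linked, with all 4 genes still measured. Each array alone gave 7 to 9 for ureteric bud, 4 to 6 for early nephron and tubule, 2 for lymphoid on either array, and 3 to 4 for genes not expected in kidney.

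Over all probe sets, those below the limit included, 22.1% differed by over 2-fold. With the 99th percentile limit the shifts of the podocyte (-0.40), megakaryocyte and platelet (-0.62) and sex-linked (-0.46) lists fell outside the random range, as did the megakaryocyte and platelet list over all probe sets (-0.48) and with the median of a gene's probe sets (-0.60). With that median the shifts of the pan-endothelial (0.19) and mural (-0.19) lists came inside it. The median of the study's incomplete diabetic list changed sign from -0.18 to 0.32. Some lists that lay inside the range both times also changed sign, among them erythroid (-0.15 to 0.14) and TGF-beta and BMP (-0.10 to 0.08). So did venous and lymphatic (0.14 to -0.13) and nephron progenitor (-0.08 to 0.07). With probe sets without a suffix the mural list was at -0.29. The cause of these changes was not tested. The stromal shift lay outside the random range under each alternative. No paired analysis was possible because the design has 1 group. Signal over background limits the calls of genes near the limit, and among 187 named genes the call changed for 29 at 2 times the limit and 27 at a limit of 100.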

Other observations

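Hox genes, which carry the body position of tissues, were above background for 6 of 14 members of groups 9 to 13 (percentile 30.5) and 12 of 19 members of groups 1 to 8 (percentile 68.5). Hoxa9 gave 17614 and 22278 and Hoxa10 1207 and 1480, while Hoxa11 passed the limit in replicate 2 only (196.2 and 244.0) and Hoxa13 on neither array (122.6 and 187.6), and Hoxb9 was above it on both (346.5 and 221.7). The groups 9 to 13 had a median log2 difference of -0.54 (replicate 1 minus replicate 2, percentile 0.76), with 5 of 6 members higher in replicate 2 and Hoxd10 (2.57-fold), Hoxc10 (2.11-fold) and Hoxd9 (1.72-fold) the largest. Renal stroma genes moved the same way by more (-1.59, 13 of 14 members higher in replicate 2), so this shift cannot be assigned to the endothelium. The groups 1 to 8 had a median of 0.22 (percentile 88.2), with Hoxa5 at 2729 and 3302, Hoxa3 at 615.8 and 396.2, and Hoxa2 at 352.1 and 279.2, and Hoxa4 (86.8 and 72.7), Hoxa7 (48.1 and 152.9) and Hoxb1 (194.5 and 141.4) were below the limit.

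Neuronal genes reached 5 of 11 (percentile 7.1), with Stmn2 at 350.0 and 448.6, Gap43 at 1323 and 871.9, and Syt1 at 258.7 and 210.5, while Tubb3 (32.2 and 10.3) and Snap25 (69.5 and 10.6) were below the limit and Elavl4 passed it in replicate 2 only (195.7 and 248.6). Genes of adrenal, gonad and liver reached 4 of 12 (percentile 0.25), with Star at 248.7 and 212.8, Inha at 427.7 and 418.4, and Cyp21a1 at 271.9 and 299.3, while Nr5a1 was below the limit (170.4 and 202.8) and Cyp11a1 was above the limit in replicate 2 only (55.9 and 516.1). The labels give the sex as unknown. All 4 measured sex-linked genes were above background on both arrays. Xist gave 224.6 and 428.2, Eif2s3y 4061 and 5739, Kdm5d 553.2 and 764.8 and Uty 334.5 and 352.0. Xist passed the limit on both arrays with 1 of 3 probe sets, and the others gave 384.8 and 166.7, and 3.13 and 5.88. Uty passed with 1 of 4, so the calls of Xist and Uty depend on the probe set chosen.

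Other shifts between the arrays lay inside the middle 95% of random lists for the arterial (-0.02), venous and lymphatic (0.14), VEGF and angiopoietin (-0.01), TGF-beta and BMP (-0.10), guidance (0.03), basement membrane (0.04), erythroid (-0.15), megakaryocyte and platelet (-0.28), haematopoietic progenitor (-0.02), dissociation and stress (-0.11) and hypoxia-inducible (0.22) lists. The same held for the nephron progenitor (-0.08), ureteric bud (-0.10), early nephron and tubule (-0.34), podocyte (-0.37), neuronal (0.19), adrenal, gonad and liver (-0.02) and sex-linked (-0.45) lists, and for the transcription factor list of the study (-0.14). Its incomplete ETS-site, glomerular and diabetic lists had medians of 0.17, -0.43 and -0.18.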
